A study of Caenorhabditis elegans with 4 samples. Its data were reported in "Remodeling of the Caenorhabditis elegans non-coding RNA transcriptome by heat shock" (2019).

How the data were processed

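Small RNA was profiled in whole wild-type N2 Bristol *Caenorhabditis elegans*, the standard laboratory strain of this nematode, at the last larval (L4) stage. Control animals (CTRL) were kept at 20°C and heat shocked animals (HS) were moved to 35°C. The duration of the heat shock is given as 4 h in the sample characteristics and as 6 h in the treatment protocol of the same labels, and the methods of the study give the longer time for small RNA. Each group had 2 libraries. Libraries were grouped by their titles, which number the replicates 1 and 2 in each group.

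The authors prepared the libraries from Trizol-extracted total RNA with a TruSeq small RNA kit, mapped the reads to *C. elegans* miRNAs and compared HS with CTRL in DESeq2, a negative binomial model for counts. The aligner used for miRNAs, the version of the miRNA reference, the handling of reads that match several miRNAs and the DESeq2 version are not stated. A single table of this comparison was analysed here. It holds 1 row for each of 205 mature miRNAs. Per the file header, one column is the signal of each miRNA as the mean over all 4 libraries of counts divided by the DESeq2 size factors, which the authors pooled over both groups (called the mean normalized count below). The deposited log2 column is the fold change of HS over CTRL, and the deposited p-value column is adjusted for multiple testing. Per-library values, raw counts and standard errors were not analysed here, so the depth of each library is unknown and no binomial interval or detection limit could be given. Values for piRNAs were not analysed here.

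The lowest mean normalized count in the table was 51.5, which leaves open that weaker miRNAs were removed by the authors before deposit. Division by size factors removes differences in depth but not differences in ligation or amplification between sequences, so levels of different miRNAs are not comparable in absolute terms. miRNAs of one family can share reads, and the values of closely related members such as miR-44 and miR-45 are uncertain for that reason.

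The fold changes and adjusted p-values were used as the authors deposited them, and the comparison was not refitted. A miRNA was called higher or lower in HS when its adjusted p was under 0.05 and its log2 fold change was at least 1 in size, which is 2-fold. Group levels were derived from the mean normalized count and the fold change, because with equal group sizes the mean of the CTRL and HS levels equals the deposited mean. These derived levels are approximate where the fitted fold change departs from the ratio of the group means. An upper limit of the standard error (SE) of each log2 fold change was obtained by dividing its size by the normal quantile of its adjusted p. An adjusted p is never smaller than its raw p, so the true SE is no larger than this limit if the p-value came from the Wald test, the default of DESeq2, and if the fold changes were not shrunken, which is not stated.

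For hairpins listed with both a 5p and a 3p arm, the arm with the higher mean normalized count was taken as the guide and the other as the passenger. A miRNA listed without a partner arm was called unpartnered. The difference between arms was tested across hairpins with a two-sided sign-flip permutation test, and the relation between log2 fold change and abundance with a two-sided permutation test of Spearman's rho, each with 100000 resamples. The second relation under other measures of abundance is not reported here. Both p-values were adjusted by the Benjamini-Hochberg method over these 2 tests. Hairpins and miRNAs are not biological replicates, so both tests describe this comparison of libraries. The statistics were tested on 100 simulated tables per setting, made with the real abundances of the 205 miRNAs. With no difference built in, the sign-flip test called 2 of 100 tables, and with passenger arms lowered by 1 log2 unit it called 100 of 100. It also called 100 of 100 tables that had only a slope with abundance, so it cannot separate arm role from abundance by itself. A regression on both called 6 of those and 99 of the tables with lowered passengers. The test of Spearman's rho called 5 tables with no difference, 100 with only the slope and 75 with only lowered passengers. It therefore cannot separate abundance from arm role by itself either.

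Hairpins were placed on the WBcel235 assembly with the Ensembl release 115 annotation, in coordinates counted from 1. The study names the matching WS235 genome for its long RNA reads. Of 132 hairpins, 130 were matched, 129 by name and let-7 by its RefSeq coordinates. miR-58 and miR-5592 were left unplaced because their names matched no single annotated hairpin.

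The miRNAs named in the text were chosen by a rule fixed after the paper had been read and before the deposited table was examined. They are the 8 largest rises and the 8 largest falls among the calls, the arms of the 5 hairpins with the largest gap between arms when both arms had a mean normalized count of at least 100, the 5 most abundant miRNAs, and a list set by name, namely miR-239a, miR-239b, miR-71, miR-246, miR-34, miR-235, miR-247, let-7, lin-4 and miR-4936. The list does not cover every miRNA that the study discusses. Any other miRNA is named after its values were seen. The alternatives were listed at the same point and covered the fold and p thresholds, a minimum abundance, the scaling of the 2 groups and the definition of the guide arm. Analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.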

Results

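To ask which miRNAs respond to heat stress, small RNA libraries from L4 animals held at 20°C (CTRL) were compared with libraries from animals shifted to 35°C (HS), with 2 libraries in each group. The authors' deposited table listed 205 mature miRNAs, short RNAs that are cut from hairpin precursors and guide Argonaute proteins to mRNAs. These came from 132 hairpins, of which 73 were listed with both arms. Mean normalized counts ranged from 51.5 to 1136489 with a median of 1512. The signal was concentrated in few species, as the 10 most abundant miRNAs held 68.8% of the summed mean normalized counts and all 73 passenger arms together held 1.46%. Values in the table were pooled over the libraries, so the spread between replicates enters below only through the authors' adjusted p-values (DESeq2) and the upper limits of the SE derived from them.

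In the authors' deposited table, 8 miRNAs were at least 2-fold higher in HS and 52 were at least 2-fold lower at an adjusted p under 0.05 from DESeq2. Lower calls thus made up 86.7% of the calls and 25.4% of all listed miRNAs. Every miRNA that passed the 2-fold threshold also passed the threshold on adjusted p, with a largest adjusted p of 0.0365 among the lower calls and 2.55e-06 among the higher ones. A further 60 miRNAs had an adjusted p under 0.05 with a smaller change, 35 of them higher and 25 lower. Upper limits of the SE ran from 0.13 to 0.30 log2 units among the higher calls and from 0.15 to 0.85 among the lower ones. For 2 higher and 13 lower calls the distance to the 2-fold threshold was smaller than this limit, so the side of the threshold on which they fall is not settled by these libraries. The summed number of calls moved most with a 4-fold threshold, under which 2 miRNAs were higher and 18 lower. Taken singly, the higher calls moved most at 1.5-fold, to 15, and the lower calls with a minimum of 1000 mean normalized counts, to 16. The median log2 fold change over all listed miRNAs was 0.01, and setting the summed level of the listed miRNAs equal in both groups moved it to -0.16, a shift of 0.17 that applies to every fold change below.

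**Figure D1:**
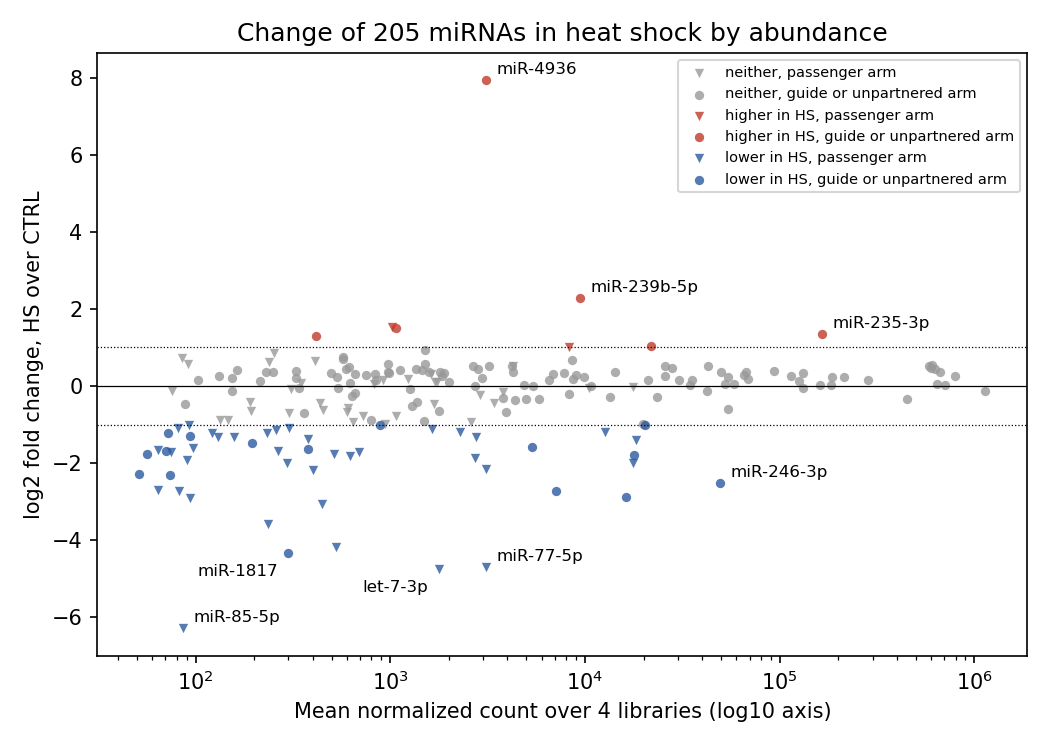
Each point is 1 of the 205 miRNAs, with its mean normalized count over the 4 libraries on a log10 x axis and its log2 fold change (HS over CTRL) on the y axis, red for the 8 higher calls, blue for the 52 lower calls and triangles for passenger arms. Dotted lines mark 2-fold changes, and 36 of the 52 lower calls are passenger arms, most of them on the low-abundance side, while miR-4936 lies far above all other points.

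The largest rise was that of miR-4936. Its log2 fold change in the authors' deposited table was 7.93 with an adjusted p of 1.82e-156 from DESeq2 and an SE no larger than 0.30. This is a 244-fold increase, from a derived level of 25.3 normalized counts in CTRL to 6178 in HS. By its mean normalized count of 3102 over all 4 libraries it was only the 80th most abundant miRNA of the table. That mean includes the low CTRL level, so it is not the rank reached in HS. The hairpin lies outside protein-coding genes on chromosome III (WBcel235, 3249151 to 3249260, plus strand), and the annotated mature sequence spans 3249218 to 3249238.

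Both miR-239 hairpins gave rise to higher miRNAs. They lie on chromosome X in opposite orientation with 1045 bp between them, miR-239b at 11791302 to 11791399 on the minus strand and miR-239a at 11792445 to 11792542 on the plus strand, both outside protein-coding genes. In the authors' deposited table miR-239b-5p rose by 2.28 log2 units (adjusted p 2.01e-45 by DESeq2, SE at most 0.16), a 4.87-fold change from 3211 to 15634 normalized counts. The 3p arm of miR-239a rose by 1.53 (adjusted p 4.53e-20, SE at most 0.17). Its more abundant 5p arm rose by only 0.51 (adjusted p 0.000511, SE at most 0.15) and was below the 2-fold threshold. The 2 hairpins are related in sequence, and reads could have been divided between them.

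The other higher calls in the authors' deposited table were smaller. miR-247-3p increased 2.82-fold and miR-797-5p 2.44-fold, from hairpins on the plus strand of chromosome X at 4756971 to 4757068 and 4757109 to 4757197, both outside protein-coding genes. miR-235-3p (chromosome I, 6162291 to 6162387, minus strand) increased 2.53-fold and was the most abundant of the higher calls, at 165223 mean normalized counts. miR-788-5p and miR-230-3p, from hairpins at 8485294 to 8485371 and 5803892 to 5803989 on chromosome X, increased 2.04-fold and 2.02-fold. These last 2 were within the SE limit of the 2-fold threshold, and both dropped under it, to log2 fold changes of 0.86 and 0.84, when the summed levels of the groups were set equal.

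The deepest falls were mostly in passenger arms. miR-85-5p fell by 6.29 on the log2 scale in the authors' deposited table (adjusted p 1.59e-13 by DESeq2, SE at most 0.85). Its derived HS level of 2.17 normalized counts was under a floor of 3 counts set here, so the size of the fall from 170 in CTRL is uncertain. With HS held at that floor it would be 56.6-fold. This is not a lower bound, because the depth of the libraries is unknown. The miR-85 hairpin lies on chromosome II (8393553 to 8393658, plus strand), antisense to an intron of F49E12.8. Its guide arm, miR-85-3p, was also called lower, from 28703 to 3899 normalized counts. That is a 7.36-fold fall (adjusted p 1.17e-29 by DESeq2), so the loss from this hairpin was not confined to the passenger. let-7-3p was 26.9-fold lower, miR-77-5p 26.1-fold lower, lin-4-3p 18.1-fold lower and miR-70-5p 11.9-fold lower. miR-246-5p was 8.37-fold lower and miR-235-5p 7.48-fold lower. Adjusted p-values (DESeq2) of these 6 passenger arms in the authors' deposited table ran from 7.27e-103 for miR-77-5p to 8.89e-11 for miR-235-5p. Of the 8 deepest falls only miR-1817 (chromosome I, 10869370 to 10869474, minus strand, outside protein-coding genes) was not a passenger arm. This unpartnered miRNA was 20.3-fold lower, from 571 to 28.1 normalized counts, with an adjusted p of 2.36e-29 from DESeq2.

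**Figure D2:**
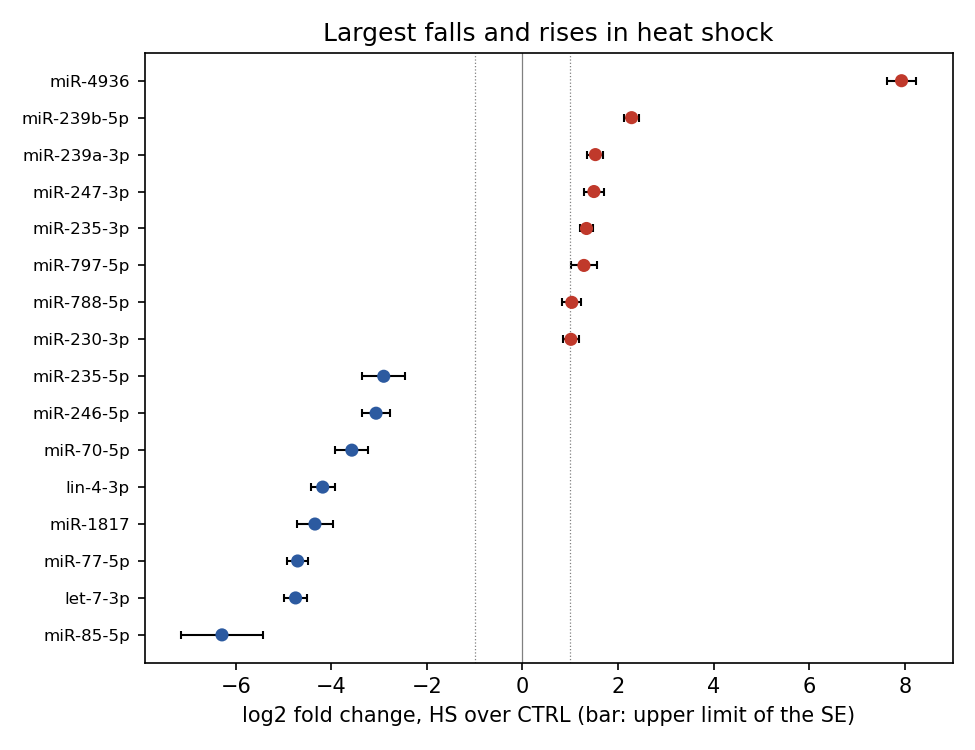
Points show the log2 fold change (HS over CTRL, x axis) of the 8 largest falls in blue and the 8 largest rises in red, one miRNA per line, and bars extend to the upper limit of the SE on either side. All bars stay clear of 0, while those of miR-788-5p and miR-230-3p cross the dotted line at a 2-fold change.

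To ask whether the lowered miRNAs were passenger strands, the arm held in smaller amount after the hairpin is cut, calls were divided by arm. Of the 52 lower calls, 36 were passenger arms, 8 were guide arms and 8 were unpartnered. The 8 higher calls comprised 3 guide arms, 2 passenger arms and 3 unpartnered miRNAs. Thus 36 of 73 passenger arms (49.3%) but 8 of 73 guide arms were lower in HS. The median log2 fold change was -0.996 over passenger arms and 0.16 over guide arms. Within hairpins, the passenger changed by -1.05 ± 1.34 log2 units relative to its guide (mean ± SD over 73 hairpins), and it was the lower arm in 60 of 73. This difference had a permutation p of 1e-05 (two-sided sign-flip test across hairpins, the smallest that 100000 resamples can give, 2e-05 after Benjamini-Hochberg adjustment). A common scaling of all miRNAs cancels in this difference. Among the alternatives it varied most when restricted to the 41 hairpins whose arms differed at least 10-fold in abundance, where the mean was -1.48 ± 1.24.

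**Figure D3:**
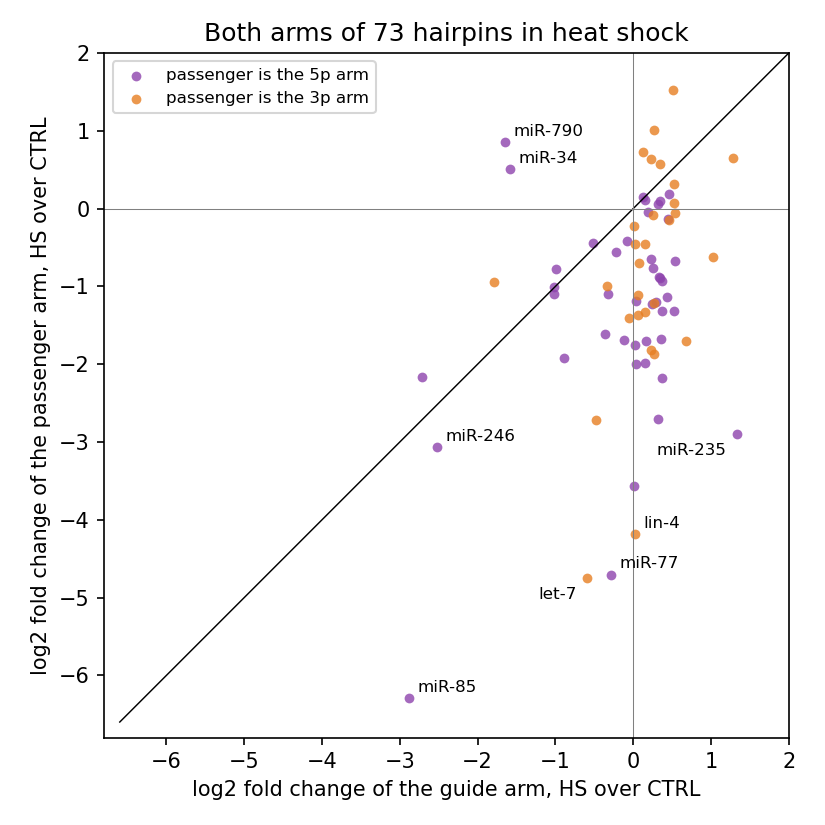
Each point is 1 of 73 hairpins, with the log2 fold change (HS over CTRL) of its guide arm on the x axis and of its passenger arm on the y axis, coloured by whether the passenger is the 5p or the 3p arm. The diagonal marks equal change, and 60 of the 73 points lie below it, while miR-34 and miR-790 lie far above it.

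Among hairpins with both arms at 100 mean normalized counts or more, the largest gaps were those of miR-77, lin-4, let-7, miR-70 and miR-55. In miR-77 (chromosome II, 12519268 to 12519367, plus strand) the passenger 5p arm changed by -4.42 log2 units relative to the 3p arm, against a combined SE limit of 0.26 that treats both arms as independent. The gap was -4.20 in lin-4 (SE limit 0.30), -4.16 in let-7 (0.28), -3.59 in miR-70 (0.39) and -2.55 in miR-55 (0.28). The let-7 hairpin (chromosome X, 14744173 to 14744271, minus strand) and that of miR-77 lie outside protein-coding genes. Those of lin-4 (chromosome II, 5902254 to 5902347, plus strand) and miR-70 (chromosome V, 6665536 to 6665635, minus strand) lie in introns of F59G1.4 and pmp-5 on the same strand, and that of miR-55 (chromosome X, 13144827 to 13144924, minus strand) lies antisense to an intron of F09A5.3. The guide arms of these hairpins changed less than the passenger arms. By the authors' deposited table and DESeq2, lin-4-5p changed by 0.02 (adjusted p 0.894), miR-70-3p by 0.02 (adjusted p 0.931) and miR-77-3p by -0.29 (adjusted p 0.0513), none of them a detectable change. With equal summed levels lin-4-5p and miR-70-3p were each at -0.15. At that setting miR-77-3p was at -0.46, against an SE limit of 0.15, so for this arm the reading depends on the scaling. let-7-5p was 1.51-fold lower (adjusted p 3.12e-05) and miR-55-3p 1.30-fold higher (adjusted p 0.00668).

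Changes were next related to abundance. Spearman's rho between log2 fold change and mean normalized count was 0.33 across the 205 miRNAs (permutation p 2e-05, and 2e-05 after adjustment), which are not independent replicates. The mean normalized count contains the HS level, so a fall by itself lowers it, and the values by abundance in this paragraph are coupled to the fold change for that reason. The 68 least abundant miRNAs had a median log2 fold change of -0.88 and 33 of the lower calls, the middle 69 had a median of 0.06 and 10 lower calls, and the 68 most abundant had a median of 0.15 and 9 lower calls. Passenger arms made up 39 of the 68 least abundant miRNAs and 6 of the 68 most abundant. Without the passenger arms, rho was 0.13 across 132 miRNAs with a permutation p of 0.128, so no monotonic relation was detectable over guide and unpartnered arms alone.

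Among the 100 most abundant miRNAs, which reached down to 1644 mean normalized counts, 5 were higher and 16 lower in HS. Of the 16, 10 were passenger arms and 6 were guide arms. The 5 most abundant of all showed no call. In the authors' deposited table miR-82-3p changed by -0.12 (adjusted p 0.422 by DESeq2), miR-72-5p by 0.26 (adjusted p 0.091), miR-80-3p by 0.03 (adjusted p 0.839) and miR-58-3p by 0.04 (adjusted p 0.8). miR-57-5p rose by 0.37 with an adjusted p of 0.0069, which is 1.29-fold. With equal summed levels miR-80-3p and miR-58-3p changed sign, to -0.14 and -0.13.

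miRNAs listed by name in advance were also examined individually in the authors' deposited table. miR-71-5p, from a hairpin in an intron of ppfr-1 on the same strand (chromosome I, 9379927 to 9380020, minus strand), was 1.45-fold higher (adjusted p 0.00216 by DESeq2), whereas miR-71-3p did not differ detectably (log2 fold change -0.05, adjusted p 0.763). Both arms of miR-246 (chromosome IV, 10940134 to 10940230, plus strand) were lower, the guide miR-246-3p by 5.73-fold from 84024 to 14665 normalized counts (adjusted p 2.2e-23 by DESeq2, SE at most 0.25). The arms of miR-34 (chromosome X, 2969752 to 2969848, minus strand) moved in opposite directions. In the authors' deposited table miR-34-3p was 2.99-fold lower (adjusted p 3.15e-22 by DESeq2) while miR-34-5p was 1.42-fold higher (adjusted p 0.000529). As a result the 3p arm was the more abundant in CTRL, at 7983 against 3532 normalized counts, and the 5p arm in HS, at 5023 against 2670, with the limit that levels of different sequences are not comparable in absolute terms.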

Values the study reported

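The study reported 205 miRNAs detected by small RNA sequencing, with 8 upregulated at least 2-fold and 52 downregulated in HS. It counted 15 guide strand miRNAs among those reduced, and 11 downregulated guide miRNAs within the 100 most abundant. For miR-4936 it gave an increase of over 200-fold in one passage and over 100-fold in another. It described miR-71 as upregulated 1.4-fold and miR-246 as decreased over 5-fold.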

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

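The alternatives were chosen after the paper had been read and before the data were examined, apart from the ranking of abundance without passenger arms, which was chosen after seeing the data. No paired analysis was possible because the table pools the libraries of each group, so the replicate numbers could not be used. For the same reason, leaving out single replicates, a refit with edgeR or DESeq2 and a filter on raw counts were not run.

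Dropping the condition on adjusted p left 8 higher and 52 lower miRNAs, which could not have changed because no miRNA past 2-fold failed it. At 1.5-fold the higher calls became 15 and the lower calls 69. A 4-fold threshold left 2 higher and 18 lower calls over all miRNAs, and 2 higher and 7 lower among the 100 most abundant. Restricting to miRNAs with at least 100 mean normalized counts left 36 lower calls. Restricting to those with at least 1000 mean normalized counts left 16 lower calls and gave a median log2 fold change of 0.13. With the summed level of the listed miRNAs set equal in CTRL and HS, the median was -0.16, and the calls became 6 higher and 60 lower over all miRNAs, with 3 higher and 18 lower among the 100 most abundant. Ranking abundance without passenger arms left 7 lower calls among the top 100. Adjusted p-values were held as deposited under these rescalings, since the model could not be refitted. The cause of these shifts was not tested.

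The passenger arm remained lower than the guide under each of the 4 alternatives tried for that comparison, with means from -1.48 to -0.93 and the smallest permutation p each time.

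Of 99 values recomputed for the 33 named miRNAs, 93 kept their direction and their call. The stricter adjusted p could not change the fold changes, and centring on the median could hardly move them since the median was 0.01, so only the 33 values with equal summed levels were a real trial, and 27 of these kept both. Equal summed levels reversed the sign of 4 values near 0, namely miR-70-3p (-0.15), lin-4-5p (-0.15), miR-80-3p (-0.14) and miR-58-3p (-0.13), and took 2 higher calls, miR-788-5p and miR-230-3p, below 2-fold. The depth of the libraries is unknown, which limits most the miRNAs near the bottom of the table, such as miR-85-5p with its SE limit of 0.85.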

Other observations

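The tests below on abundance, on the let-7 and lin-4 families, on guide and unpartnered arms of neighbouring hairpins, on passengers without pairs of one seed family and on miR-4936 were chosen after the corresponding values had been seen. The other tests were set out before their results. All rest on 1 comparison of 2 libraries with 2, so each explanation is a hypothesis.

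The fall of passenger arms was set against technical explanations. Passenger arms are weak species, and weak miRNAs fell more. In a regression of log2 fold change on arm role and log2 abundance over 146 arms, the passenger term was -0.82 (permutation p 0.0016, roles permuted among arms of similar abundance, 10000 permutations), so abundance alone does not account for the gap. Dependence of the gap on the side of the hairpin was examined by splitting the hairpins. A ligation preference that is the same in CTRL and HS cancels in each fold change, so this split does not test it. The gap was -1.12 ± 1.38 where the passenger was the 5p arm (44 hairpins) and -0.95 ± 1.29 where it was the 3p arm (29 hairpins), and the larger of the sign-flip permutation p-values was 0.00019. A candidate explanation is lower output of new hairpins during HS, with the guide held stable in Argonaute. The paper likewise proposes that raised lin-42 could repress miRNA genes, and calls passengers more sensitive to transcription than stable guides. A stable guide does not hold for every hairpin. Of 73 guide arms 8 were called lower, among them miR-85-3p (-2.88) and miR-246-3p (-2.52). If output of hairpins fell, passengers cut from one primary transcript might change alike. Over 17 pairs of neighbouring hairpins on one strand within 10 kb, the mean absolute difference between passengers was 0.91 against 1.49 for permuted passengers (one-sided permutation p 0.0127). Single pairs varied, as miR-74-5p (-0.77) and miR-75-5p (-0.88) were close. In contrast, miR-65-3p was at 0.63, while miR-64-3p from a hairpin 44 bp away was at -1.82. miR-66-3p, from a hairpin 6 bp from that of miR-65, was at -1.36. Without pairs of one seed family 9 pairs remained, with a difference of 0.85, again smaller than for permuted passengers (one-sided permutation p 0.0424). However, the deepest falls, such as miR-85-5p (-6.29), let-7-3p (-4.75) and miR-77-5p (-4.71), belong to no pair and widen the permuted differences. Both tests may therefore reflect only that paired passengers lack such falls. They cannot show that neighbours change alike. No transcript data were used here, so it is not known which of these neighbours share a primary transcript. Faster decay of the free passenger strand at 35°C was not tested and could give the same pattern.

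Guide and unpartnered arms of neighbouring hairpins were also closer than permuted ones on average. miR-247-3p and miR-797-5p, from hairpins 40 bp apart, were both called higher in the authors' deposited table. Some neighbours were not alike, such as miR-228-5p at 0.53 and miR-790-3p at -1.64, a pair named after its values were seen. Over 28 neighbouring pairs the mean absolute difference was 0.39 against 0.93 for permuted guide and unpartnered arms (one-sided permutation p 0.000700). Many neighbours belong to one seed family and may share reads. Without such pairs (families assigned from general knowledge of the mature sequences, not from the table), 15 remained, with a difference of 0.62 against 0.93 and p 0.144. Both pairs named above are among these 15. Over all pairs, the likeness of these arms cannot be told apart from reads shared between family members, although the difference kept its direction with fewer pairs. Here too, large changes such as miR-4936 at 7.93 and miR-1817 at -4.34 belong to no pair and widen the permuted differences. The smaller difference between neighbours may reflect that as well.

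Of 24 hairpins with both arms at an adjusted p under 0.05 in the authors' deposited table (DESeq2), 11 had arms moving in opposite directions. At the deposited scaling, in 9 the guide rose and the passenger fell, as in miR-235, where the 3p arm was 2.53-fold higher and the 5p arm 7.48-fold lower. In miR-34 and miR-790 it was the arm more abundant in CTRL that fell. The more abundant arm differed between CTRL and HS in 5 hairpins, which were miR-34, miR-50, miR-790, miR-797 and miR-800. In miR-797 and miR-800 the fold changes of both arms had the same sign, while in the others the sign depends on the arm chosen. However, miR-800-5p (-0.47, adjusted p 0.271) and miR-50-5p (0.27, adjusted p 0.453) did not change detectably by DESeq2. For miR-800 and miR-50 the direction of that arm is therefore open. Which arm is more abundant rests on comparing levels of different sequences, which ligation and amplification can bias. In miR-34, the lower call belongs to the 3p arm only. No biological explanation was tested for these switches.

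More guide arms rose than fell, with 71.2% of the 73 above 0. A candidate explanation is that size factors were set by a table in which many passenger arms fell, which would lift the guides. With the summed levels of CTRL and HS set equal, the share was 47.9% and the guide median -0.02, but guide arms hold most of that sum, so this setting largely centres them by construction and cannot settle which scaling is right. The excess of rising guides cannot be told apart from this effect.

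Developmental timing was examined because heat shock can halt growth. The let-7 and lin-4 family guides, which accumulate through larval life, had a median log2 fold change of 0.01 over 6 members. Abundance-matched lists of guide and unpartnered arms had a typical 0.23, which puts the family median at percentile 4.23 of 10000 random lists. The 6 members come from 5 separate loci, so not all are independent. The members ranged from -0.59 to 0.06 and only 2 were below 0, so the list lagged behind other guide and unpartnered arms more than it fell. With equal summed levels all 6 would lie below 0, while the percentile does not depend on a common scaling. The low percentile would be consistent with HS animals that were slightly younger. The miR-35 family, a germline and embryo family, was below 0 in 7 of 7 listed members, from -0.41 to -0.09, with a median of -0.32 at percentile 4.44. These members come from 2 loci, so their likeness is not independent evidence, and fewer germline or embryo cells in HS animals cannot be told apart from a change of one primary transcript.

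The rise of miR-4936 was set against its genomic position. The number of other annotated genes overlapping the hairpin on its strand was 0, which speaks against reads from an overlapping annotated gene. The nearest annotated gene upstream on that strand, Y53G8AL.1, ends 7775 bp away, beyond the 5 kb set as the limit for read-through from a neighbour. That limit was a choice, and no reads from this gene or the interval were examined. The paper reports read-through transcripts in heat shocked animals, so the distance alone does not exclude read-through here. Unannotated transcripts and reads from similar sequences elsewhere in the genome were not tested with these data. The study also followed this miRNA by northern blot, which was not analysed here.

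The number of lower guide or unpartnered arms among the 100 most abundant miRNAs here was 6. That is lower than the value quoted from the study above. The paper's text does not say how the 100 were ranked or how guide strands were assigned, so these counts may not measure the same thing. Over all miRNAs, 16 guide or unpartnered arms were lower here, near the study's count of reduced guide strands quoted above. Ranking abundance without passenger arms gave 7.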
